A study of Mus musculus with 12 samples. Its data were reported in "A role for the transcriptional coregulator RIP140 in the control of muscle endurance fitness" (2025).

How the data were processed

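RNA-seq was performed on extensor digitorum longus (EDL), a fast-twitch muscle of the lower hind limb, from male mice of 2 genotypes that were either kept sedentary or trained by voluntary wheel running from 8 weeks of age. The labels call the genotypes control and knockout. They are named WT and strNrip1–/– here, as in the study, in which a muscle creatine kinase promoter drove Cre recombinase to delete a floxed Nrip1 allele in striated muscle. Nrip1 encodes the nuclear receptor corepressor RIP140. There were 4 groups of 3 libraries each, 12 libraries in all. Groups and replicate numbers were taken from the sample labels. Because Nrip1 itself went against the genotype labels in the deposited values, every library is described as labelled WT or labelled strNrip1–/–.

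Total RNA was extracted with DNase treatment and made into libraries with a kit that does not keep strand, so overlapping antisense genes could not be separated. Per the study's methods, the authors quantified transcripts with Salmon against the mm10 mouse reference, summed them to genes with tximport and tested them with DESeq2. The table holds 3 kinds of value. Expression was deposited by the authors as FPKM, fragments per kilobase of transcript and scaled by depth, for each gene and library. Fold changes for 4 comparisons were deposited as log2 values. An adjusted p-value for each of these comparisons was computed by the authors with DESeq2 and deposited beside them. The annotation release, the function that gave the FPKM and the rule by which genes were kept were not stated. Many deposited log2 fold changes lay close to 0, which would follow from shrinkage, but shrinkage was not stated either. The authors' fold changes and p-values were used only to count their calls, to compare directions and to describe the size of some values.

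The table lists 17752 genes, of which 17745 identifiers matched GENCODE release M21 on GRCm38 and 16335 of those were protein-coding. There were 7 identifiers without a match, and 33 genes shared a symbol with another gene. Coordinates are 1-based on GRCm38. Column sums ran from 1.03 M to 1.32 M FPKM, while the median ratio of each library to the typical library was 1.00 in all 12, so the values had already been scaled between libraries. Read counts were not used here. Depth was instead estimated from the spacing of low FPKM values in 1613 genes that have a single transcript longer than 1500 nt. With the best scale for each library, between 99.1% and 99.6% of these values lay within 0.15 of a whole number of fragments, against 30% by chance. The scales ran from 20.1 M to 29.2 M fragments. The fit used an effective length, the transcript length less an offset of 340 nt chosen by the fit. A gene with an effective length of 2 kb at 0.5 FPKM therefore rested on 20.1 to 29.2 fragments. On such a gene 3 fragments, taken as the lowest level that can be told from 0, corresponded to 0.0514 to 0.0747 FPKM. These limits cover counting error only, since the reads carried no molecular identifiers. No pair of replicates shared identical values above 0, and all pairs differed by more than sampling noise, so each library was counted as 1 replicate.

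FPKM is not a count, so no count model was fitted. Values were transformed to log2(FPKM + 0.5), and the 12744 genes with a mean of at least 0.5 FPKM over the 12 libraries were kept. A linear model with 4 group means was fitted to all 12 libraries with limma, with a mean-dependent variance prior (lmFit, contrasts.fit and eBayes). The contrasts were labelled strNrip1–/– against labelled WT in sedentary and in trained libraries, trained against sedentary within each labelled genotype, and the genotype by training interaction. All limma tests were two-sided with Benjamini-Hochberg adjustment within a contrast. A gene was called when its adjusted p-value was under 0.05 and its fold change was above 1.2 on the log2(FPKM + 0.5) scale, thresholds taken from the study. The interaction used the adjusted p-value alone. This scale understates the change of genes with low FPKM.

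The sets of genes tested were 11: nuclear-encoded and mitochondrially encoded oxidative phosphorylation (OXPHOS), fatty acid oxidation, the TCA cycle, glycolysis, fast-fiber genes, slow-fiber genes, endothelium, the postsynaptic neuromuscular junction (NMJ), and the angiogenesis and NMJ genes that the study's text names. The study picked the last 2 sets on these same libraries, so they are not independent evidence. Sets were tested with camera at a preset inter-gene correlation of 0.01, and again with fry and with camera at an estimated correlation. A further 6 lists of marker genes for adipocytes, macrophages, Schwann cells, fibroblasts, blood and tendon served to look for other tissue, and a list of genes known to differ between C57BL/6J and C57BL/6N to look for substrain differences. Principal component analysis (PCA) used the 500 most variable genes, centered and not scaled, with exact two-sided permutation tests of the mean scores. Correlations of effects across genes were set beside 100 random regroupings of the 12 libraries.

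Named genes were fixed by rule: Nrip1, the angiogenesis and NMJ genes named by the study, the myosin heavy chain genes Myh7, Myh2, Myh1 and Myh4, and, for each contrast, the 3 calls with the largest rise and the 3 with the largest fall whose groups did not overlap. Any other gene is named with the statement that it was chosen after its values were seen. Groups, tests, sets, named genes and the alternatives were chosen before the data were examined, except where stated.

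The alternatives were pseudocounts of 0.1 and 1, no filter on low values and a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, libraries rescaled to the same sum, no trend in the variance prior, a replicate block, a fit of only the 6 libraries compared, each library left out in turn, no fold change threshold and a threshold of 1.5, the authors' deposited calls, the other set tests, and PCA on 1000 or all genes. Rescaling by nuclear genes alone, a training contrast over both genotypes, and 3 lists of glucocorticoid-induced and clock genes were added after the data were seen. GC content and length were checked by removing each library's trend over the 12734 tested genes with both values.

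The gene tests were first tested on simulated data for 12744 genes, of which 200 were changed. In that run 83% of the changed genes were called, 4.60% of the calls were unchanged genes, and the median absolute error of the log2 fold change was 0.0861. A simulated set of 30 genes shifted by 0.3 on the log2 scale gave a camera p-value of 1.36e-23, and an unshifted set of the same size gave 0.206. The simulated gene changes were larger than those of most real calls. The median absolute log2 fold change of real calls was 0.516 in sedentary and 0.500 in trained genotype comparisons. The 83% therefore does not give the power for such changes. Noise was drawn independently for each gene, so the simulated sets did not test camera on correlated genes.

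The software was R 4.3.3 with limma 3.58.1 and data.table (1.17.8), and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. Read-level and exon-level data were not used here, so neither the deletion in Nrip1 nor the use of single exons was examined. Other tissues and the other mouse line of the study were not analysed here.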

Results

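RNA-seq profiles of EDL muscle were compared between labelled WT and labelled strNrip1–/– mice, sedentary or trained by voluntary wheel running, with 3 libraries in each of the 4 groups. The libraries corresponded to 20.1 M to 29.2 M fragments (M, 1e6). Expression was deposited as FPKM for 17752 genes, and 12744 genes with a mean of at least 0.5 FPKM were tested. The study asked which genes change when RIP140 is lost from muscle, and how training bears on these changes.

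Expression of the targeted gene was examined first. Nrip1 (ENSMUSG00000048490) lies on the minus strand of chromosome 16, from 76287400 to 76373827 (GRCm38), and its exon 4, from 76287400 to 76295015, holds the annotated start codon at 76294665 to 76294667 and the whole coding sequence. Nrip1 was higher, not lower, in every library labelled strNrip1–/–. Its level was 3.33 ± 0.689 FPKM in labelled WT sedentary, 15.5 ± 0.680 FPKM in labelled strNrip1–/– sedentary, 3.62 ± 1.12 FPKM in labelled WT trained and 17.4 ± 3.02 FPKM in labelled strNrip1–/– trained libraries (SD, n = 3 each). Single libraries labelled WT were at 3.60, 2.55 and 3.84 FPKM when sedentary and at 2.53, 4.76 and 3.56 FPKM when trained. Those labelled strNrip1–/– were at 15.5, 16.3 and 14.9 FPKM when sedentary and at 20.7, 14.9 and 16.6 FPKM when trained. The log2 fold change of labelled strNrip1–/– over labelled WT was 2.08 (SE 0.198, limma adjusted p-value 2.77e-04) in sedentary and 2.14 (SE 0.198, adjusted p-value 2.09e-04) in trained libraries. With a pseudocount of 0.1 these were 2.21 and 2.26. A deletion of Nrip1 would lower reads from the deleted exon, so the gene-level value goes against the genotype labels, and every genotype direction given here rests on the labels alone. Training left Nrip1 within the replicate spread in labelled WT libraries, with a log2 fold change of 0.09 (SE 0.198, limma adjusted p-value 0.948). That sign turned to −0.07 without labelled WT sedentary replicate 2 and to −0.11 without labelled WT trained replicate 2.

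**Figure D1:**
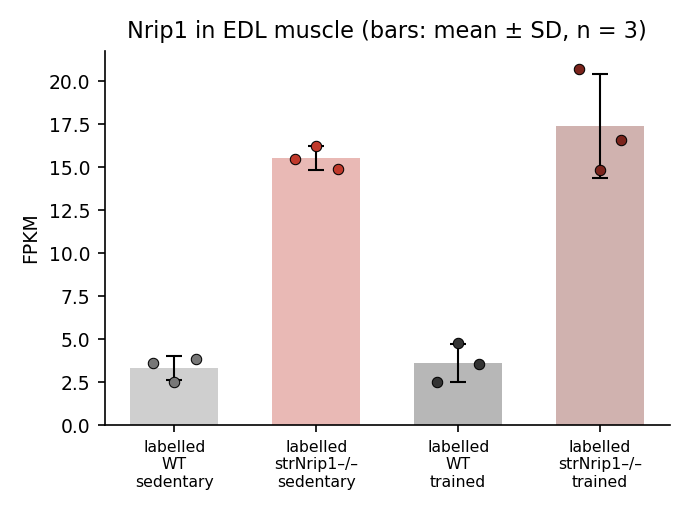
Nrip1 expression in FPKM (vertical axis) in the 4 labelled groups of EDL libraries, with a point for each library and bars for the mean ± SD (n = 3). The lowest library labelled strNrip1–/– stood 3.12 times above the highest library labelled WT.

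PCA separated the labelled genotypes and the training groups on different components. PC1 held 23.4% of the variance of the 500 most variable genes and parted the genotypes (exact two-sided permutation p-value 0.00216, the smallest that 6 against 6 libraries allow). PC2 held 17.9% and parted trained from sedentary libraries with the same smallest exact permutation p-value of 0.00216. PC3 held 12.7% and followed neither factor. Requiring a mean of at least 5 FPKM moved the share of PC1 most, to 29.5%.

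In sedentary muscle, 447 genes were called between the labelled genotypes, 245 higher and 202 lower in libraries labelled strNrip1–/–, so 54.8% of the calls were higher. An unadjusted p-value under 0.05 was reached by 2080 of the 12744 genes. The count was most affected by the libraries used: it was 166 when only the 6 sedentary libraries were fitted, and it fell to 163 without labelled WT sedentary replicate 1, 216 without replicate 3 and 222 without replicate 2 of that group, and 260 without labelled strNrip1–/– sedentary replicate 1. The balance of directions depended on scaling. When each library was rescaled to the same sum, 18.4% of 656 calls were higher, against a median shift of −0.14 log2 over all genes, and when only nuclear genes were summed, 82.6% of 482 calls were higher.

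The largest rises among sedentary calls belonged to Kcnk1, Tmprss13 and Ptgds. Kcnk1 (ENSMUSG00000033998, chromosome 8, 125995170 to 126030685) encodes a two-pore potassium channel and rose from 0.495 ± 0.0203 to 21.6 ± 5.76 FPKM (SD, n = 3 each), a log2 fold change of 4.44 (SE 0.227, limma adjusted p-value 2.34e-06). Tmprss13 (ENSMUSG00000037129, chromosome 9, 45319100 to 45347581), a serine protease gene, rose from 0.0372 ± 0.0283 to 7.02 ± 0.483 FPKM, with a log2 fold change of 3.81 (SE 0.121, limma adjusted p-value 3.96e-08). The labelled WT level of Tmprss13 lay near the worth of 3 fragments on a gene with an effective length of 2 kb. Its fold change therefore followed the pseudocount, from 2.95 with 1 to 5.71 with 0.1. Ptgds (ENSMUSG00000015090, chromosome 2, 25466709 to 25470046), a prostaglandin D synthase gene, rose from 0.241 ± 0.240 to 9.57 ± 3.22 FPKM, with a log2 fold change of 3.77 (SE 0.273, limma adjusted p-value 5.09e-05). The Ptgds fold change ran from 3.06 to 5.10 over the alternative settings. The largest falls were those of Cyp4f39, Car3 and Prss30. Cyp4f39 (ENSMUSG00000061126, chromosome 17, 32452723 to 32493320) went from 12.2 ± 1.95 to 1.22 ± 0.322 FPKM, a log2 fold change of −2.89 (SE 0.224, limma adjusted p-value 7.41e-05). Car3 (ENSMUSG00000027559, chromosome 3, 14863512 to 14872523), a carbonic anhydrase gene, went from 313 ± 109 to 92.1 ± 36.4 FPKM, with a log2 fold change of −1.80 (SE 0.382, limma adjusted p-value 0.0264). Prss30 (ENSMUSG00000024124, chromosome 17, 23972126 to 23980566) went from 1.78 ± 0.941 to 0.143 ± 0.136 FPKM, with a log2 fold change of −1.75 (SE 0.363, limma adjusted p-value 0.0239). The Prss30 fold change ran from −2.98 to −1.22 over the alternative settings. The Car3 and Prss30 calls depended on single libraries, with limma adjusted p-values of 0.116 and 0.109 without labelled WT sedentary replicate 1.

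In trained muscle, 762 genes were called between the labelled genotypes, 409 higher and 353 lower in libraries labelled strNrip1–/– (53.7% higher), and 2683 genes had an unadjusted p-value under 0.05. The 6 trained libraries alone gave 445 calls. Leaving out 1 library gave as few as 315 calls, without labelled strNrip1–/– trained replicate 3, and 333 without replicate 2 of that group, while leaving out labelled WT trained replicate 1 or replicate 3 gave 385 each. Rescaling each library to the same sum made 80.9% of 686 calls higher, and rescaling by nuclear genes made 76.2% of 600 calls higher. After GC content and length trends were removed from each library, 554 of the 762 calls were still made and 208 were lost, whereas 432 of the 447 sedentary calls were still made. The correction also added 210 trained and 214 sedentary calls.

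Kcnk1, Tmprss13 and Ptgds again had the largest rises in trained libraries. Ptgds rose from 0.177 ± 0.0830 to 16.8 ± 3.04 FPKM (SD, n = 3 each), with a log2 fold change of 4.67 (SE 0.273, limma adjusted p-value 6.12e-06). Kcnk1 rose from 0.849 ± 0.311 to 29.6 ± 7.76 FPKM and Tmprss13 from 0.0907 ± 0.0276 to 6.33 ± 0.803 FPKM, with log2 fold changes of 4.48 and 3.53 (limma adjusted p-values 2.15e-06 and 9.18e-08). Cyp4f39 fell by 2.27 and Car3 by 2.16 on the log2 scale (limma adjusted p-values 3.34e-04 and 0.00823). The remaining gene named by the rule, Gm14843 (ENSMUSG00000083897, chromosome X, 101479348 to 101479559), is a processed pseudogene whose reads can be shared with its parent gene, so its value is uncertain. Gm14843 was at 7.81, 3.94 and 2.31 FPKM in labelled WT trained libraries and listed at 0 in all 3 labelled strNrip1–/– trained libraries.

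The genotype calls of the sedentary and trained comparisons, which share no library, overlapped in 269 genes, against 26.7 by chance. All 269 had the same direction in both, 165 higher and 104 lower in libraries labelled strNrip1–/–. Of the sedentary calls, 97.1% had the same sign in trained libraries. Across all tested genes, which are not independent replicates, the genotype effects correlated with a Pearson r of 0.378 and a Spearman rho of 0.355. That r was inside the range of −0.520 to 0.557 given by 100 random regroupings of the library residuals, from which the group means had been removed. It was highest, at 0.452, with a mean of at least 5 FPKM.

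**Figure D2:**
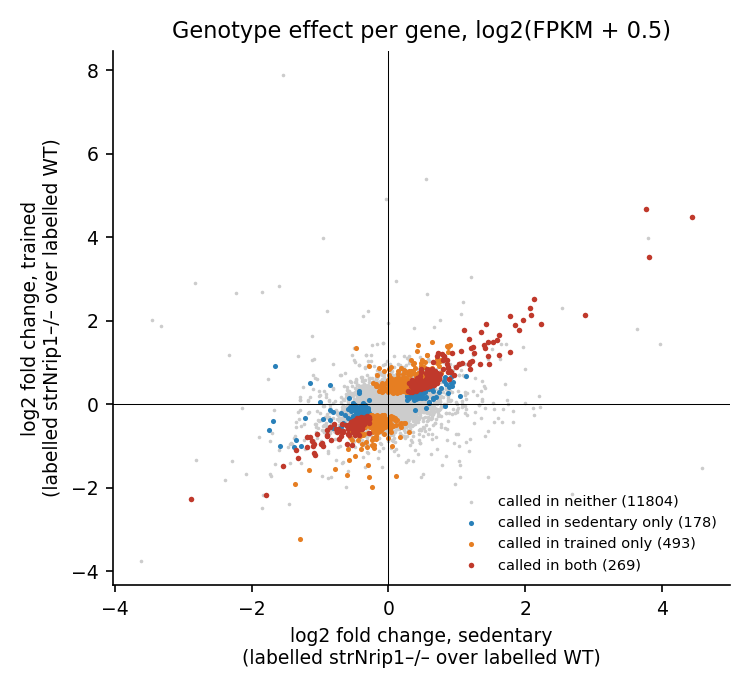
Log2 fold change of labelled strNrip1–/– over labelled WT in sedentary (horizontal axis) and trained (vertical axis) EDL libraries, on the log2(FPKM + 0.5) scale, with a point for each of the 12744 tested genes. The 269 genes called in both comparisons lie in the lower left and upper right corners, while 178 were called in sedentary libraries only and 493 in trained libraries only.

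Gene sets for energy metabolism were tested next. In libraries labelled strNrip1–/–, fatty acid oxidation genes were higher in both comparisons, with a median log2 fold change of 0.56 in sedentary and 0.57 in trained libraries and all 23 genes higher in each (camera adjusted p-values 8.29e-24 and 4.88e-23). TCA cycle genes had medians of 0.34 and 0.34, all 18 higher in each (camera adjusted p-values 2.46e-14 and 1.06e-10). Nuclear-encoded OXPHOS genes had medians of 0.27 and 0.32, with 72 and 73 of 75 genes higher (camera adjusted p-values 4.36e-14 and 1.02e-14). Their sedentary median dropped to 0.11 without labelled strNrip1–/– sedentary replicate 2 and to 0.11 when libraries were rescaled to the same sum. Glycolysis genes were lower, with medians of −0.28 and −0.28 (camera adjusted p-values 5.80e-07 and 5.99e-06), and so were fast-fiber genes, with medians of −0.44 and −0.46 (camera adjusted p-values 1.60e-11 and 5.93e-09), the latter −0.17 under quantile normalization (camera adjusted p-value 3.52e-05). Endothelial genes had medians of 0.18 and 0.24 (camera adjusted p-values 0.00159 and 5.48e-05), and the former was 0.11 without labelled strNrip1–/– sedentary replicate 1 and 0.03 when libraries were rescaled to the same sum (camera adjusted p-value 0.0176), against the shift of −0.14 in all genes. Slow-fiber genes did not differ, with medians of −0.20 and −0.27 (camera adjusted p-values 0.797 and 0.520) that turned to 0.24 without labelled WT sedentary replicate 2 and to 0.42 without labelled WT trained replicate 2.

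Over the 11 sets, 9 passed an adjusted p-value of 0.05 with camera in sedentary and 8 in trained libraries. With fry the counts were 8 and 8. Fry did not hold nuclear OXPHOS (adjusted p-values 0.117 and 0.0667) and added the postsynaptic NMJ set in trained libraries (0.0259, against 0.186 with camera). With the correlation between genes estimated from the data the counts were 5 and 5, and fatty acid oxidation, fast-fiber genes, endothelium and both sets named by the study were the ones that passed in each comparison. The postsynaptic NMJ set had medians of 0.05 and 0.07 (sedentary camera adjusted p-value 0.797), and the first of these turned to −0.10 when libraries were rescaled to the same sum and to −0.02 without labelled WT sedentary replicate 2.

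**Figure D3:**
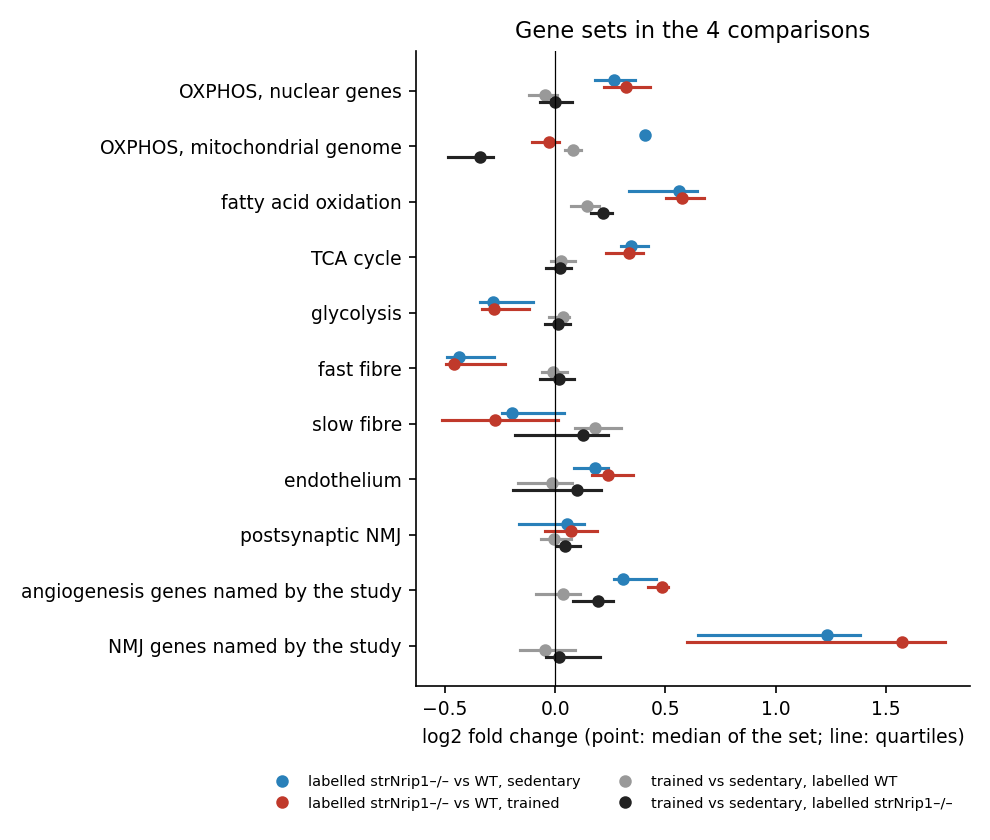
Median (point) and quartiles (line) of the log2 fold change within each of the 11 gene sets, in the 4 comparisons of labelled groups. Fatty acid oxidation medians are 0.56 and 0.57 between labelled genotypes, while the signs of the slow-fiber medians between labelled genotypes, the sedentary postsynaptic NMJ median and the trained mitochondrial genome median changed with 1 library left out.

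Transcripts of the mitochondrial genome took a large share of each library. This share was 43.7 ± 1.35% of FPKM in labelled WT sedentary, 52.3 ± 0.918% in labelled strNrip1–/– sedentary, 46.0 ± 1.92% in labelled WT trained and 45.0 ± 1.12% in labelled strNrip1–/– trained libraries (SD, n = 3 each). The 13 protein-coding genes of the mitochondrial genome had a median log2 fold change between labelled genotypes of 0.41 in sedentary libraries (all 13 higher, camera adjusted p-value 1.60e-11, fry 0.00273; 0.15 under quantile normalization) and of −0.03 in trained libraries (camera adjusted p-value 0.520). The trained median passed camera's threshold only without labelled WT trained replicate 3, at −0.11, and its sign changed to 0.04 without labelled WT trained replicate 2, to 0.01 without labelled strNrip1–/– trained replicate 2, and under quantile normalization and rescaling to the same sum.

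The study named 7 angiogenesis genes and 8 NMJ genes as upregulated in these libraries. All 7 angiogenesis genes were higher in libraries labelled strNrip1–/– in both comparisons, with medians of 0.31 and 0.48 (camera adjusted p-values 4.94e-07 and 2.01e-08). Over all genes tested 3 were called in sedentary and 4 in trained libraries, and 6 and 7 had an adjusted p-value under 0.05 when adjusted over the list alone. Because the study picked the list on these libraries, the latter counts are not independent evidence. Fgfbp1 went from 3.67 ± 0.477 to 6.75 ± 1.21 FPKM in sedentary and from 4.11 ± 0.482 to 9.99 ± 0.338 FPKM in trained libraries (SD, n = 3 each), with log2 fold changes of 0.79 (SE 0.131, limma adjusted p-value 0.00806) and 1.19 (SE 0.131, limma adjusted p-value 7.52e-04). Egln1 rose by 0.31 and 0.50 and Atp5b by 0.45 and 0.52 on the log2 scale. Their sedentary limma adjusted p-values of 0.0176 and 0.0229 became 0.0682 for Egln1 without labelled strNrip1–/– sedentary replicate 1 and 0.0937 for Atp5b without labelled WT sedentary replicate 3. Tie1 was called in trained libraries alone, at 0.42 (limma adjusted p-value 0.0125, 0.0648 without labelled strNrip1–/– trained replicate 3), and its interaction of 0.18 had a limma adjusted p-value of 0.732. Epas1, Vegfa and Plk2 were called in neither comparison. Their trained limma adjusted p-values were 0.0528, 0.0770 and 0.0526, and reached 0.0170 for Epas1 and 0.0352 for Vegfa without labelled WT trained replicate 2, and 0.0240 for Plk2 without labelled strNrip1–/– sedentary replicate 2. The sedentary value of Plk2, 0.0847, became 0.0284 without the same library.

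Of the 8 NMJ genes, 6 passed the filter on low values, and all 6 were called in sedentary and 4 in trained libraries. Adjusted over the list alone, 6 and 5 had an adjusted p-value under 0.05, and this list too was picked on these libraries and is not independent evidence. The set had medians of 1.23 and 1.57 (camera adjusted p-values 1.60e-11 and 2.01e-08). With a mean of at least 5 FPKM, which leaves fewer of its genes, these were 0.43 and 0.22, and the latter was no longer past the threshold (camera adjusted p-value 0.233). Musk (ENSMUSG00000057280, chromosome 4, 58285960 to 58374303) encodes the muscle-specific kinase that clusters acetylcholine receptors. It went from 0.889 ± 0.255 to 3.14 ± 0.565 FPKM in sedentary and from 0.912 ± 0.175 to 3.24 ± 0.451 FPKM in trained libraries (SD, n = 3 each), with log2 fold changes of 1.39 (SE 0.172, limma adjusted p-value 0.00141) and 1.41 (SE 0.172, limma adjusted p-value 0.00126). Chrna4 rose by 1.36 and 1.74, Unc13c by 1.91 and 1.78 and Wnt16 by 1.11 and 1.78 on the log2 scale. The Wnt16 call in sedentary libraries, with a limma adjusted p-value of 0.0167, was lost without labelled WT sedentary replicate 1 (0.0791). Pde4a and Zmynd8 were called in sedentary libraries only, at 0.49 (limma adjusted p-value 0.0365) and 0.38 (limma adjusted p-value 0.0488), and the difference between training states was not past the threshold (interaction limma adjusted p-values 0.835 and 0.647). The Pde4a call was lost in 8 of the 12 fits that each left out 1 library, with the highest value of 0.129 without labelled WT sedentary replicate 3, and the Zmynd8 call in all 12, with the highest value of 0.145 without labelled WT sedentary replicate 2. Pde4a was called in trained libraries without labelled WT trained replicate 1 (0.0297). Chrna2 was below the filter and was not tested with limma. It reached 0.548 ± 0.125 FPKM in labelled strNrip1–/– trained libraries against 0.0919 ± 0.0539 FPKM in labelled WT trained libraries (SD, n = 3 each).

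Myosin heavy chain genes are related in sequence and may share some reads, which was not tested, so their values carry some uncertainty. Myh2, which encodes the type 2A isoform, was at 207 ± 39.2 FPKM in labelled WT sedentary, 207 ± 23.8 FPKM in labelled strNrip1–/– sedentary, 214 ± 4.39 FPKM in labelled WT trained and 352 ± 35.8 FPKM in labelled strNrip1–/– trained libraries (SD, n = 3 each). It was called between labelled genotypes in trained libraries, with a log2 fold change of 0.71 (SE 0.132, limma adjusted p-value 0.0109), a call lost without labelled strNrip1–/– trained replicate 2 (0.0520). Its sedentary log2 fold change of 0.01 changed sign under rescaling to the same sum (−0.14) and without labelled WT sedentary replicate 1 (−0.14) or labelled strNrip1–/– sedentary replicate 3 (−0.07). The interaction for Myh2 was 0.69 (SE 0.187, limma adjusted p-value 0.536), so the labelled genotypes were not shown to respond differently. Myh1 had log2 fold changes of 0.22 and 0.38 and Myh4 of −0.35 and −0.39 between labelled genotypes, none of them called. Over the alternative settings, Myh1 ran from 0.06 to 0.22 in sedentary and from 0.31 to 0.45 in trained libraries. Myh4 ran from −0.51 to −0.32 in sedentary and from −0.39 to −0.04 in trained libraries. Myh7 was not called either, at −0.29 and −0.98. It ranged from 1.14 to 50.0 FPKM within the labelled WT trained group, and its sign changed to 0.88 without labelled WT sedentary replicate 2 and to 0.50 without labelled WT trained replicate 2. Adjusted over the list of 4 myosin genes alone, 0 were under 0.05 in sedentary and 2 in trained libraries.

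**Figure D4:**
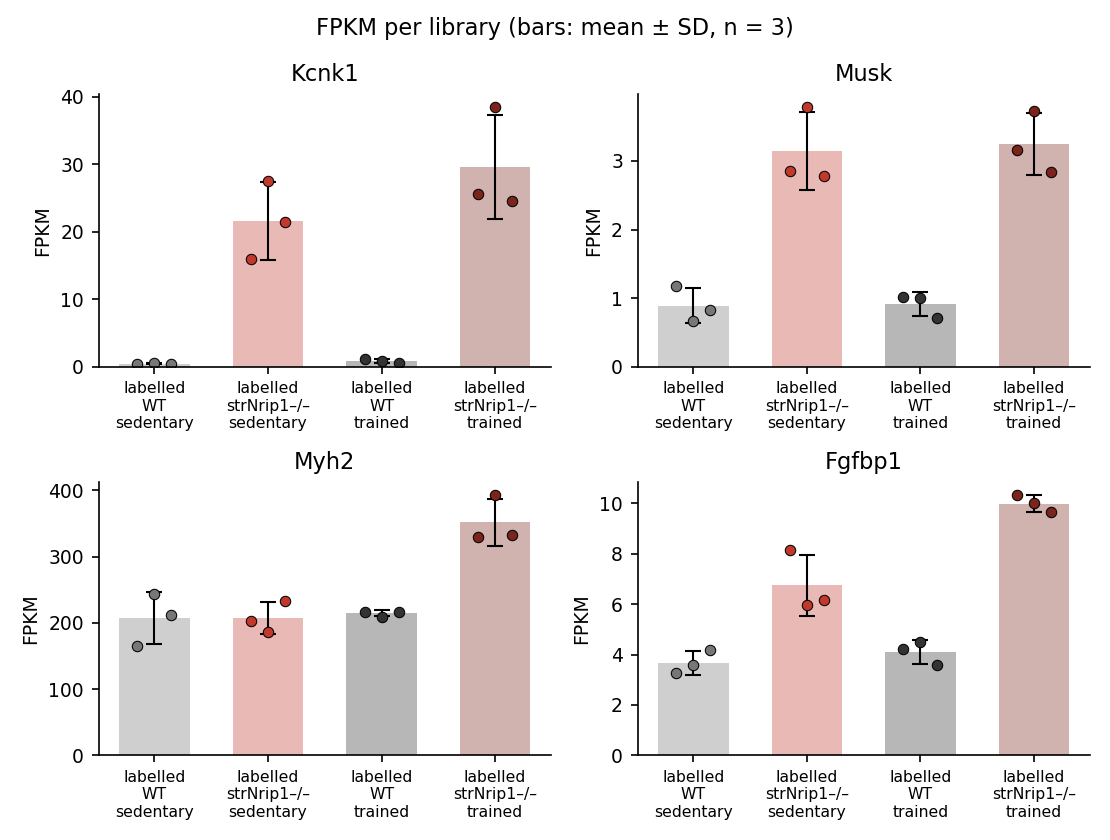
FPKM (vertical axes) of Kcnk1, Musk, Myh2 and Fgfbp1 in the 4 labelled groups, with a point for each library and bars for the mean ± SD (n = 3). Kcnk1 is at 0.495 and 0.849 FPKM on average in labelled WT libraries and at 21.6 and 29.6 FPKM in labelled strNrip1–/– libraries, sedentary and trained, while Myh2 stands apart in labelled strNrip1–/– trained libraries only.

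Training was then compared within each labelled genotype. There were 0 calls in labelled WT libraries, where 1061 genes had an unadjusted p-value under 0.05, and 0 calls in labelled strNrip1–/– libraries, where 1544 did. The labelled WT count rose to 30 without labelled WT trained replicate 1, and the labelled strNrip1–/– count rose to 164 when libraries were rescaled to the same sum, against a median shift of 0.16 log2 over all genes. Fatty acid oxidation genes had medians of 0.14 in labelled WT (19 of 23 higher, camera adjusted p-value 4.72e-04) and 0.22 in labelled strNrip1–/– libraries (21 of 23 higher, camera adjusted p-value 1.82e-07), but fry gave adjusted p-values of 0.939 and 0.117. The former median was 0.07 without labelled WT trained replicate 2 (camera adjusted p-value 0.365), and camera's call was also lost without labelled WT sedentary replicate 1 (0.138). Mitochondrial genome transcripts had a median of −0.34 with training in labelled strNrip1–/– libraries (0 of 13 higher, camera adjusted p-value 1.85e-11, fry 0.0521), which became 0.00 under quantile normalization (camera adjusted p-value 0.123), and the angiogenesis genes named by the study had one of 0.19 (camera adjusted p-value 0.0242, fry 0.117). Adjusted over the list alone, 4 of these angiogenesis genes, 0 NMJ genes and 2 myosin genes were under 0.05 for training in labelled strNrip1–/– libraries, against 0, 0 and 1 in labelled WT libraries.

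The genotype by training interaction passed an adjusted p-value of 0.05 for 0 genes, and 989 genes had an unadjusted p-value under 0.05. Leaving out labelled WT trained replicate 3 gave 1 gene. Of the 11 sets, 1 had an interaction by camera, the mitochondrial genome, with a median of −0.43 (camera adjusted p-value 1.43e-11). With fry the adjusted p-value was 0.101 and with an estimated correlation it was 0.397. To ask whether the genes that differ between labelled genotypes are those that respond to training, the main effects were correlated across genes. The Pearson r was 0.0614 and the Spearman rho 0.0563, inside the range of −0.624 to 0.505 from 100 random regroupings of the library residuals.

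The authors' deposited table lists 709 genes at the same thresholds in the sedentary genotype comparison, 421 higher and 288 lower, and 1122 in the trained comparison, 616 higher and 506 lower. The authors' deposited table lists 51 genes for training in WT and 128 in strNrip1–/– mice. Of the limma calls, 416 of 447 and 700 of 762 were in the authors' deposited table with the same direction, and 31 and 62 were not. The genes called in the authors' deposited table that were tested here (663, 1083, 48 and 124) all had the same sign with limma in each of the 4 comparisons.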

Values the study reported

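For EDL of sedentary mice, the study reported 421 genes as upregulated and 288 as downregulated in strNrip1–/– relative to WT. In trained mice it reported 616 upregulated and 506 downregulated genes between the same genotypes. Both comparisons used a fold change above 1.2 and an FDR under 0.05.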

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

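The set tests of the interaction, the alternative settings and the fits without single libraries were chosen before the data were examined. The choice of results for a closer look, and all other tests of their explanations, came after the results had been seen.

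Transcripts of the mitochondrial genome responded to the labelled genotype in sedentary but not in trained libraries, and the test of that difference by camera passed its threshold. The median interaction of the 13 genes was −0.43 log2, 0 of 13 were positive, and their share of FPKM gave an interaction of −9.53 percentage points, from a difference of 8.54 in sedentary and −0.988 in trained libraries. The tables argue against 3 explanations as the whole cause. If mitochondrial content had changed as a whole, nuclear-encoded OXPHOS genes would be likely to follow. Their median interaction was 0.0638, however, and they stayed higher in trained libraries labelled strNrip1–/–. This is RNA only, and content was not measured here. The study did measure it in EDL. It reported a larger subsarcolemmal mitochondrial area in strNrip1–/– mice at baseline, without a significant further rise after training, and a corresponding mtDNA content. A single library did not carry the pattern either, since the interaction closest to 0 in the 12 fits that each left out 1 library was −0.36 and the farthest was −0.51. Nor did GC content and gene length trends account for all of it: these genes are low in GC content, and trained libraries of the labelled genotypes differed in their GC trend, but with both trends removed the median interaction was still −0.26 (camera adjusted p-value 2.37e-08). The part that was lost stays open to such a trend. Chance could not be settled. An exact two-sided permutation of training labels within genotype gave a p-value of 0.015 for the share of FPKM (400 arrangements, smallest possible 0.005), while fry gave 0.101 over the 11 sets. Scaling matters for the size: rescaling each library to the same sum gave −0.20, where all genes had shifted by 0.20, and quantile normalization gave −0.12 (camera adjusted p-value 0.183), which by construction holds the most abundant ranks nearly equal between libraries. How well each library captured mitochondrial RNA was not tested and stays open beside an effect of the labelled genotype on mitochondrial transcripts that depends on training. The direction rests on genotype labels that Nrip1 goes against.

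Lists of marker genes for other cell types also had interactions past camera's threshold. The median interaction was −0.79 for adipocytes, −0.29 for macrophages, 0.64 for Schwann cells, −0.34 for fibroblasts and −0.46 for tendon, and 0.24 for blood, which was not past the threshold. Fry held none of them (lowest adjusted p-value 0.0981), nor did camera with an estimated correlation. The lists had 9, 11, 11, 12 and 10 genes above the filter in these muscles. How many of them muscle fibers also express was not tested, but 1 adipocyte gene, Car3, is abundant in muscle and is also named in the report. The highest group means of abundant members were 54.6 FPKM for Cfd, 28.5 FPKM for Lyz2, 251 FPKM for Dcn and 172 FPKM for Fmod. In 5 of 5 lists the widest range among the 3 libraries of a group exceeded the range of the group means. A range of single libraries usually exceeds a range of means, so other tissue in single dissected muscles and a difference between groups cannot be told apart by this comparison. GC content and gene length trends are argued against, since 5 of these 5 lists were still past camera's threshold in the same direction with both trends removed. Single libraries moved several lists. The adipocyte median was −0.23 without labelled strNrip1–/– sedentary replicate 3 (camera adjusted p-value 0.217), −0.40 without labelled WT trained replicate 3 (0.0968) and −0.40 without labelled strNrip1–/– trained replicate 2. Camera no longer passed it without labelled strNrip1–/– trained replicate 1 (0.0833) or labelled WT sedentary replicate 3 (0.0506) either. The macrophage median was −0.07 without labelled strNrip1–/– sedentary replicate 2 (0.146), −0.17 without labelled WT trained replicate 2 and −0.45 without labelled strNrip1–/– sedentary replicate 1. The tendon median was −0.26 without labelled strNrip1–/– sedentary replicate 2, and the Schwann cell median was 0.42 without labelled WT sedentary replicate 2. The blood list ran from 0.02 without labelled strNrip1–/– trained replicate 1 to 0.40 without replicate 2 of that group, and passed without labelled WT sedentary replicate 1 (0.0282). A mean of at least 5 FPKM, which tests fewer genes, took the adipocyte list to −0.38 (camera adjusted p-value 0.0886) and the macrophage list to −0.09 (0.444). Rescaling each library to the same sum gave −0.08 for macrophages, −0.13 for fibroblasts and −0.25 for tendon, all still past the threshold. Other tissue in single muscles may be enough to give these values, and an effect of the labelled genotype that depends on training stays open as well.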

How the results depend on the processing

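No test in this part was chosen after the result was seen, but rescaling by nuclear genes and the training comparison over both genotypes were added after the data had been seen.

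The direction of Nrip1 between labelled genotypes held in every alternative run, with log2 fold changes of 1.92 to 2.21 in sedentary and 2.01 to 2.26 in trained libraries, and of 1.93 to 2.18 and 1.94 to 2.34 across the 12 fits that each left out 1 library. The share of PC1 stayed between 20.9% and 29.5% over the alternatives and between 22.6% and 25.6% with 1 library left out, and it parted the labelled genotypes each time (exact permutation p-value at most 0.00433). The correlation of sedentary and trained genotype effects ran from 0.340 to 0.452, or 0.308 to 0.393 with 1 library left out, and that of the main effects from 0.0257 to 0.0725, or −0.0723 to 0.140. Median-of-ratios scaling changed next to nothing, because the deposited values were already scaled that way, and says nothing about stability.

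Counts of calls depended on the libraries, the thresholds and the model. Fitting only the 6 libraries compared gave 166 sedentary and 445 trained genotype calls, with fewer samples to estimate the spread. A fold change threshold of 1.5 gave 179 and 277, as a stricter threshold must. The authors' deposited table gave 709 in the sedentary comparison. Across the 12 fits that each left out 1 library, the counts ran from 163 to 478 in sedentary and from 315 to 874 in trained libraries, from 0 to 30 for training in labelled WT, from 0 to 4 for training in labelled strNrip1–/– and from 0 to 1 for the interaction. Calls for training in labelled WT libraries also rose from 0 to 8 with a mean of at least 5 FPKM, 4 with quantile normalization, 2 with rescaling to the same sum and 2 with rescaling by nuclear genes, against 51 in the authors' deposited table. For training in labelled strNrip1–/– libraries they rose to 5 with a mean of at least 5 FPKM, 164 with rescaling to the same sum and 3 with rescaling by nuclear genes, against 128 in the authors' deposited table. A mean of at least 5 FPKM tests fewer genes. For the other settings the cause was not tested. Camera with an estimated correlation passed 5 sedentary and 5 trained sets, since correlated genes count for less.

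Scaling moved the balance of directions. Rescaling each library to the same sum divides by a sum that holds the mitochondrial transcripts, and it shifted all genes by −0.14 between labelled genotypes in sedentary libraries, by 0.16 for training in labelled strNrip1–/– libraries and by 0.20 in the interaction (median log2). It gave 121 higher genes among 656 sedentary calls and 555 among 686 trained calls. Rescaling by nuclear genes gave 398 of 482 and 457 of 600.

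Several values changed sign. Rescaling to the same sum turned the sedentary Myh2 value to −0.14, the sedentary postsynaptic NMJ median to −0.10 and the trained mitochondrial genome median to 0.0357, each by about the shift of all genes in that comparison (−0.14 in sedentary and 0.06 in trained libraries). Quantile normalization turned the last of these to 0.0652, for which the cause was not tested, and a mean of at least 5 FPKM, which leaves fewer genes, turned the sedentary postsynaptic NMJ median to −0.0315. With 1 library left out, where the cause was not tested either, the ranges were −0.11 to 0.29 for Nrip1 with training in labelled WT, −0.14 to 0.14 for sedentary Myh2, −1.43 to 0.88 for sedentary and −1.98 to 0.50 for trained Myh7, and −0.0836 to 0.19 for Myh2 with training in labelled WT. For sets they were −0.38 to 0.24 for sedentary and −0.55 to 0.42 for trained slow-fiber genes, −0.0233 to 0.0681 for sedentary postsynaptic NMJ genes and −0.11 to 0.0392 for the trained mitochondrial genome.

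Among the named genes, leaving out 1 library made 42 values weaker and 8 stronger, and the other settings made 17 weaker and 6 stronger. Among the gene sets, these were 7 and 2 with a library left out, and 5 and 0 under the other settings.

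Replicate numbers did not clearly pair the libraries. Deviations of same-numbered libraries correlated between −0.105 and 0.241 (median −0.0095), and 5 of 18 pairs were over 0.1. Those of differently numbered libraries correlated between −0.251 and 0.196 (median −0.0030), and 3 of 36 pairs were over 0.1. The highest same-numbered values joined replicate 2 of labelled WT sedentary, labelled strNrip1–/– sedentary and labelled WT trained libraries (0.162, 0.195 and 0.241). Replicate 2 of labelled strNrip1–/– trained libraries correlated negatively with each of these (−0.105, −0.0285 and −0.0520). With the replicate block there were 441 sedentary and 756 trained genotype calls, 4 calls for training in labelled WT libraries and 0 in labelled strNrip1–/– libraries. The block took Zmynd8 to an adjusted p-value of 0.0748 in limma and changed no other call among the named genes and gene sets.

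The training comparison over both genotypes gave 15 calls, and 28 with quantile normalization and 28 with rescaling to the same sum. It ran from 1 to 190 with 1 library left out, so this count is not stable. Depth limits genes near the filter: a gene with an effective length of 2 kb at 0.5 FPKM rests on 20.1 to 29.2 fragments. Chrna2 therefore has little precision.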

Other observations

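The tests of Nrip1, of the doubled Nnt entry, of substrain genes other than Nnt and of other tissue between labelled genotypes were chosen after the results had been seen, and those of glucocorticoid and clock genes after the 15 training calls had been seen but before the values of those lists.

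The number of upregulated genes in sedentary libraries labelled strNrip1–/– here was 245. That is lower than the value quoted from the study above. The number of upregulated genes in trained libraries was 409. That is lower than the value quoted from the study above.

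Nrip1 was higher in every library labelled strNrip1–/–, with a mean ratio of 4.74. A swap of single libraries would leave some library at the level of the other genotype, but the lowest labelled strNrip1–/– library stood 3.12 times above the highest labelled WT library, which argues against it. The way the value was made was weighed next. In the annotation 96.8% of the transcript Nrip1-202 (7868 nt) lies in exon 4, which the study's floxed allele removes, and exons 1 to 3 add up to 252 nt. In an assumed case, fragments of the exons that are left are divided by the length of the short transcript Nrip1-208 (706 nt). At unchanged transcription the level would then be 0.357 of that of the full-length transcript, a fall. This is a calculation from annotated lengths for 1 transcript and not a measured value. Other short transcripts were not worked out, so the division by length stays open as a cause. An exchange of all genotype labels stays open on the deposited values, which give a mean ratio of 4.74 in either case. The higher oxidative genes in libraries labelled strNrip1–/– go with the labels if RIP140 represses these genes, as the study describes it from other material too, and an exchange would turn this round. That premise lies outside the values analysed here. In separate material, the study reported more MUSK protein in strNrip1–/– EDL. It also reported higher Wnt16, Chrna2 and Unc13c, but not Musk, in Nrip1–/– myotubes. In libraries labelled strNrip1–/–, Musk rose by 1.39 and 1.41, Wnt16 by 1.11 and 1.78 and Unc13c by 1.91 and 1.78 log2 (sedentary and trained). For these genes, the study's separate results and the values here argue against an exchange of all labels. More transcription of the disabled gene, with or without an effect of length, is also open. Exon-level data, which were not used here, bear on all of these explanations.

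Other splits of the same libraries were compared with the real ones. For genotype calls, 1 of the 10 splits of the 6 sedentary libraries and 1 of the 10 splits of the 6 trained libraries gave as many, the real split itself, and the highest other split gave 1 call in each. With 10 splits the share cannot fall under 0.1. For gene sets, 2 of the 10 splits gave as many as the real one in sedentary and 2 of the 10 in trained libraries, with 9 and 9 sets in the highest other split, so the number of sets past camera's threshold does not by itself set the labelled genotypes apart. For training within each labelled genotype, 10 of the 10 splits gave at least the 0 calls of the real one, as any count does (1061 and 1544 genes were under an unadjusted p-value of 0.05). For the interaction, 100 of 100 drawn splits gave at least the real count of 0 (989 genes were under an unadjusted p-value of 0.05).

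Technical explanations of the genotype calls were weighed. The first was DNA of another strain carried along with an allele. Within 10 Mb, 1 of 17 tested genes was called in sedentary and 2 of 17 in trained libraries (two-sided Fisher's exact p-values 0.454 and 0.270), but this says nothing about carried DNA, because the study compared littermates with and without Cre, and both would carry the floxed allele. DNA linked to the Cre insertion, from a line of another substrain, would differ between them, and the place of the insertion was not examined here. Of the listed genes known to differ between C57BL/6J and C57BL/6N, 6 passed the filter. Entpd4 and Entpd4b, similar genes that can share reads, were singled out after their values were seen and were called in both comparisons. Their log2 fold changes were 0.45 and 0.48 in sedentary and 0.49 and 0.51 in trained libraries. Wdfy1 and Ide were near 0 (0.16 and 0.03 in sedentary, −0.08 and −0.03 in trained libraries). Cyfip2 was at 0.33 in sedentary and 0.47 in trained libraries and was not called (limma adjusted p-values 0.433 and 0.166). Without Nnt, the list differed by 0.28 log2 between labelled genotypes (exact two-sided permutation p-value 0.005, the smallest of 400 arrangements). Entpd4 and Entpd4b were counted separately among its 5 genes. Among littermates an allele not linked to Cre would fall on both genotypes alike except by chance. Substrain DNA linked to the Cre insertion and an effect of the labelled genotype on these genes cannot be told apart, since both follow Cre. GC content and length trends were removed from each library, and 96.6% of the sedentary and 72.7% of the trained calls were still made, while 214 and 210 calls were gained, for 646 and 764 in all. The 208 trained calls that were lost stay open, because log2 fold changes in trained libraries followed GC content (Spearman rho 0.304 across genes), with correlations per library below 0 in all 3 labelled WT and above 0 in all 3 labelled strNrip1–/– trained libraries. A larger share of other tissue in the libraries of 1 labelled genotype could not be settled. Camera passed the adipocyte (median 0.88), Schwann cell (−0.35) and tendon (0.31) lists in sedentary libraries (adjusted p-value 0.0289 each), and the Schwann cell (0.25, adjusted p-value 0.0466) and fibroblast (−0.23, adjusted p-value 0.0237) lists in trained libraries. Lists going opposite ways speak against a lower share of muscle alone, but fry passed none of the 6 lists, with lowest adjusted p-values of 0.334 in sedentary and 0.362 in trained libraries. Genotype effects in muscle, DNA linked to Cre and other tissue therefore all remain open for part of the calls.

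Nnt, a mitochondrial transhydrogenase gene that C57BL/6J mice carry with a deletion, has 2 overlapping entries in the table. One was listed at 0 in 9 libraries and at 3.62, 2.75 and 3.38 FPKM in the other 3. In both groups with such libraries, the sum of the entries varied less than the second entry alone (2 of 2 groups), as its coefficient of variation was 9.63% against 31.7% in labelled WT trained libraries and was 5.20%, also the lower of the 2, in labelled strNrip1–/– sedentary libraries. The zeros are therefore in line with reads divided between the entries. In the authors' deposited table this entry has log2 fold changes as large as −31.3 and is among the genes called. The sum was higher in libraries labelled strNrip1–/–, by 0.74 log2 on average (exact two-sided permutation p-value 0.005, the smallest of 400 arrangements within training groups). The lowest sum was 6.71 FPKM, so in no library was Nnt close to absent. A mouse with 1 deleted copy might keep about 0.5 of the level, so a deletion allele that follows the labelled genotype, by linkage to Cre or by chance among littermates, and an effect of the genotype on Nnt cannot be told apart. Unlike the test of the doubled entry, this look at the lowest level was chosen before the deposited values were read, though a figure of the study had shown that Nnt differed.

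Training over both genotypes was compared after the comparisons within each genotype gave 0 calls, beside the main effect of genotype. It gave 15 calls, 10 higher and 5 lower in trained libraries, and 1466 genes had an unadjusted p-value under 0.05. Of 100 drawn splits, 1 gave as many, the real one, and the highest other split gave 2. The count was 190 without labelled WT trained replicate 1, 49 without labelled strNrip1–/– sedentary replicate 3, 17 without labelled WT sedentary replicate 1, and from 1 to 8 without any of the other libraries, with 1 in the fits without labelled WT sedentary replicate 3 or labelled strNrip1–/– trained replicate 2. Chosen after their values were seen, Ddit4 rose by 1.78, Cebpd by 1.45 and Nfkbia by 0.66 log2 (limma adjusted p-values 0.0227, 0.0227 and 0.0188), each with 6 of 6 trained libraries above the highest sedentary library. These genes respond to glucocorticoids, so a list of 20 other glucocorticoid-induced genes was tested. Of these, 18 were higher in trained libraries, with a median of 0.29 log2 and a two-sided fry p-value of 0.00857 (0.0257 adjusted over 3 lists). The p-value stayed between 0.00172 and 0.0267 in the 12 fits that each left out 1 library and was 0.00881 with GC content and length trends removed. Within labelled WT libraries it was 0.0194 and within labelled strNrip1–/– libraries 0.0929, and no single gene of the list passed adjustment over all genes (lowest 0.0997, Klf9). This is consistent with a glucocorticoid or stress response at tissue collection, but several of the genes also rise with fasting, and recent running, fasting and stress were not separated. The study's methods give an early afternoon window for tissue collection and say that wheels were taken out of the cages before testing endpoints, which leaves less room for a last run or for time of day. The values here did not settle time of day: the Dbp arm of the clock had a fry p-value of 0.319 and the Arntl arm, with 3 genes above the filter, 0.270 over both genotypes, although the latter was 0.0103 within labelled WT libraries. Running itself, as the design names it, stays among the explanations.

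Retnla was listed at 0 in 9 libraries and at 23.5, 19.4 and 21.2 FPKM in labelled strNrip1–/– sedentary replicates 1 and 3 and labelled strNrip1–/– trained replicate 3. In all, 351 genes were listed at 0 in some library and above 1 FPKM in another library of the same group. Among them the authors' deposited table calls 3 genes in the sedentary genotype and 5 in the trained genotype comparison. It calls 1 in the WT training and 1 in the strNrip1–/– training comparison. No biological explanation was tested for these values.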
